A study of Mus musculus with 10 samples. Its data were reported in "Replication collisions induced by de-repressed S-phase transcription are connected with malignant transformation of adult stem cells" (2022).

How the data were processed

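Cultured mouse muscle stem cells (MuSCs, the satellite cells that repair skeletal muscle) were profiled by CUT&RUN, in which an antibody directs a protein A-MNase fusion to its target in permeabilised cells and the released DNA fragments are sequenced. The antibodies recognised histone H4 monomethylated at lysine 20 (H4K20me1) and RNA polymerase II phosphorylated at serine 2 of its C-terminal repeat (Pol II S2P), the elongating form. Cells came from control mice (Ctrl) and from mice in which Kmt5b, the gene of a methyltransferase acting on H4K20, was inactivated in satellite cells (sKO). The labels assign 2 libraries to each genotype for each antibody, 8 in all, and 1 library with non-specific IgG to each genotype. The 2 IgG libraries were not analysed here.

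The authors trimmed the reads with Trimmomatic, aligned them to the mouse assembly mm10 (GRCm38) with STAR, kept unique alignments and removed duplicates with Picard, and their methods state that the coverage was normalised by spike-in. Per the labels, the spike-in DNA came from S2 cells. The deposited values are a score, a whole number for each union peak and library that stands for normalised coverage and is not divided by peak length. For each antibody the peaks form 1 set shared by its 4 libraries. Every peak is listed with at most 1 gene, and the deposited tables also give the fraction of each peak that overlaps that gene. The methods describe a value per gene, whereas the tables hold values per peak. The authors tested their values with DESeq2. That test was not used here, because the values are described as coverage normalised by spike-in and were therefore not treated as read counts. The variance between replicates had a median of 3.99 times the mean in the Ctrl pair for H4K20me1 and 2.64 times in the Ctrl pair for Pol II S2P over 12 bins of autosomal peaks, which does not by itself tell scaled values from overdispersed counts. The depth in reads was not taken from the scores, and no interval from counting statistics is given. Read numbers that the study lists for its libraries were not used here. The spike-in counts were not used here, so whether the scale between libraries follows the spike-in could not be checked, and this limits every difference between genotypes on the deposited scale.

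A gene's score was taken as the sum over all peaks listed with its identifier. Of the 44925 H4K20me1 peaks, 33960 were listed with a gene, and of the 51322 Pol II S2P peaks, 37685 were. H4K20me1 peaks were broad, with a median length of 8600 bases, and 10.4% of them overlapped 2 or more protein-coding genes, so the score of a gene can include part of a neighbour and overlapping genes share a peak that is credited to 1 of them. Pol II S2P peaks had a median length of 374 bases and 5.71% overlapped 2 or more protein-coding genes. Identifiers listed with no symbol were named from GENCODE M21, which held 2558 of 2583 such genes for H4K20me1 and 1481 of 1495 for Pol II S2P. Chromosome, start and stop were the same in GENCODE M21 for 14411 of the 14538 H4K20me1 genes and 11140 of the 11235 Pol II S2P genes found there, and coordinates are given as in the deposited tables. GC content was read from the GRCm38 sequence with pysam 0.24.0.

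Genotypes were compared for each antibody with limma 3.58.1 (lmFit, and eBayes with a mean-variance trend) in R 4.3.3, on log2(score + 1), with genotype as the factor, 2 libraries per group and no further scaling. Fold changes on this scale understate the change of genes with low scores. A gene was tested if it lay on an autosome and its mean over the 4 libraries was over 50. It was called at a Benjamini-Hochberg adjusted p under 0.1 and a log2 fold change over 0.5 or under -0.5. These limits and the exclusion of X and Y follow the study's methods. Because a difference in scale between replicates enters all genes of a library alike, the calls are not independent of each other. The limma SE and p of a gene came in effect from the variance trend fitted over all genes at its mean score. They do not measure the spread of that gene's own libraries, so a very small p is not evidence from its own replicates. Medians of libraries were compared with an exact two-sided permutation test, which with 2 libraries against 2 cannot give a p under 0.333. Spearman correlations across genes are given with no p-value, since genes are not independent replicates. Medians, correlations and matched comparisons were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

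The limma procedure was tested on simulated data with the real mean scores, a variance of 4 times the mean and 200 genes changed by a log2 fold change of 1 or 2 in either direction. For H4K20me1, 196 of the 199 changed genes that passed the filter were called in the right direction, with 7 false calls. For Pol II S2P, 167 of 182 were called, with 18 false calls. When the scale differences of the real replicates were put into the simulated libraries, 177 of 199 and 91 of 183 changed genes were called, with 0 false calls for either antibody.

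The genes named were fixed before the data were examined: Kmt5b, a list of 21 further genes taken from the study's text and from the biology of H4K20 methylation and MuSCs, and, for each antibody, the 3 called genes with the largest rise and the 3 with the largest fall, with both sKO libraries on the same side of both Ctrl libraries. The tests and most alternatives were also fixed before the data were examined. The alternatives were scaling of the libraries to equal autosomal totals, quantile normalisation, a replicate block, pseudocounts of 0.1 and 10, no filter on the mean or a mean over 200, X and Y genes kept, no limit on the fold change, an adjusted p under 0.05, protein-coding genes only, quartile groups by sKO Pol II S2P, gene length taken out, and each replicate left out in turn. A test per peak on the deposited scale and on equal totals, sums over peaks with at least 50% of their length in the gene, and correlation per kb of gene were added after seeing the data.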

Results

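H4K20me1 and Pol II S2P were mapped by CUT&RUN in cultured Ctrl and sKO MuSCs, with 2 libraries for each genotype and antibody. Summed over all union peaks, the H4K20me1 scores of the Ctrl libraries came to 15218720 and 20432644, and those of the sKO libraries to 32194136 and 35046570. The Pol II S2P scores came to 3257665 and 4243685 in Ctrl and to 4885638 and 3435908 in sKO. The 2 Pol II S2P libraries of sKO thus differed by a factor of 1.42, and those of Ctrl by a factor of 1.30. The 10 peaks with the highest scores held between 0.497% and 0.606% of the H4K20me1 total and between 1.22% and 1.62% of the Pol II S2P total in each library, so no library was dominated by a few peaks. The scores are described as normalised coverage and were not read as numbers of reads.

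The deleted gene was examined first. Kmt5b (ENSMUSG00000045098) lies on the plus strand of chromosome 19 from 3767421 to 3818303 in GRCm38. The 2 Pol II S2P peaks listed with it summed to 24 and 62 in the Ctrl libraries and to 48 and 22 in the sKO libraries, so the sKO values lay within or just below the range of Ctrl, and the mean over the 4 libraries, 39.0, was under the minimum for testing. H4K20me1 over the 3 peaks of Kmt5b was 1536 ± 289 in Ctrl and 2065 ± 185 in sKO (mean ± SD, n = 2 each), a log2 fold change of 0.44 ± 0.27 (SE) with a limma adjusted p of 0.118. The fold change was 0.24 without Ctrl replicate 1 and 0.63 without Ctrl replicate 2. Both sKO libraries lay above both Ctrl libraries for H4K20me1, but the gene was not called on the deposited scale. On equal totals it was called lower in sKO (log2 fold change -0.54, limma adjusted p 2.49e-08). Pol II S2P did not separate the genotypes at this gene, and the direction of H4K20me1 followed the scale, so neither was taken as a check of the genotype labels.

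To ask whether loss of Kmt5b raised H4K20me1 across genes, the 13750 autosomal genes past the filter were compared. The library median of log2(score + 1) was 9.03 ± 0.28 in Ctrl and 10.19 ± 0.08 in sKO (mean ± SD, n = 2 each). Both sKO libraries lay above both Ctrl libraries, and the exact permutation test gave a two-sided p of 0.333, the smallest this design allows. The median gene rose by 1.10 on the log2 scale, with quartiles of 0.81 and 1.41, and 99.5% of genes had a higher mean score in sKO. In 13268 genes (96.5%) both sKO libraries exceeded both Ctrl libraries and in 5 genes both were below, where chance gives 16.7% for either order. With limma, 12690 genes were called higher in sKO and 0 lower. At an unadjusted p under 0.05 there were 12421 genes, all of them higher. Quantile normalisation moved the calls most, to 1375 genes higher and 1488 lower. With the libraries scaled to equal totals, 2855 genes were called higher and 783 lower, and the median fold change became 0.13. Both scalings remove a change common to all genes by construction. The rise of nearly all genes was thus seen on the deposited scale only, and its loss cannot tell a global change from a difference in scale. Single genes are therefore also given below relative to the median of the limma fold changes, 1.11. The limma values are differences between means of logs, whereas the median of 1.10 is taken over ratios of group means.

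**Figure D1:**
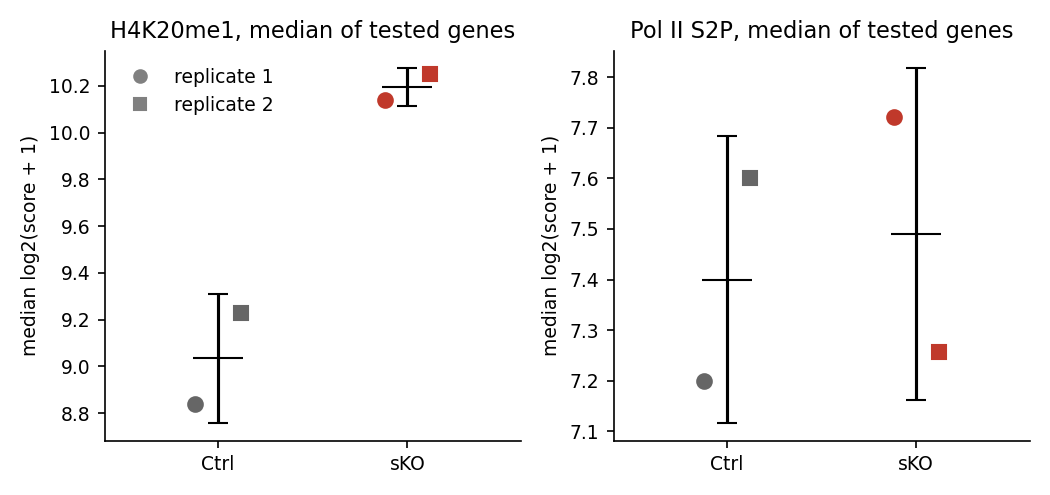
Median log2(score + 1) of the tested autosomal genes in each library (circles, replicate 1; squares, replicate 2), with the mean and SD of each group (n = 2), for H4K20me1 on the left and Pol II S2P on the right; the vertical axes are log2 scales and do not start at 0. For H4K20me1 the sKO mean of 10.19 lies above the Ctrl mean of 9.03 with no overlap of libraries, whereas for Pol II S2P the libraries of the genotypes overlap around means of 7.40 and 7.49.

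**Figure D2:**
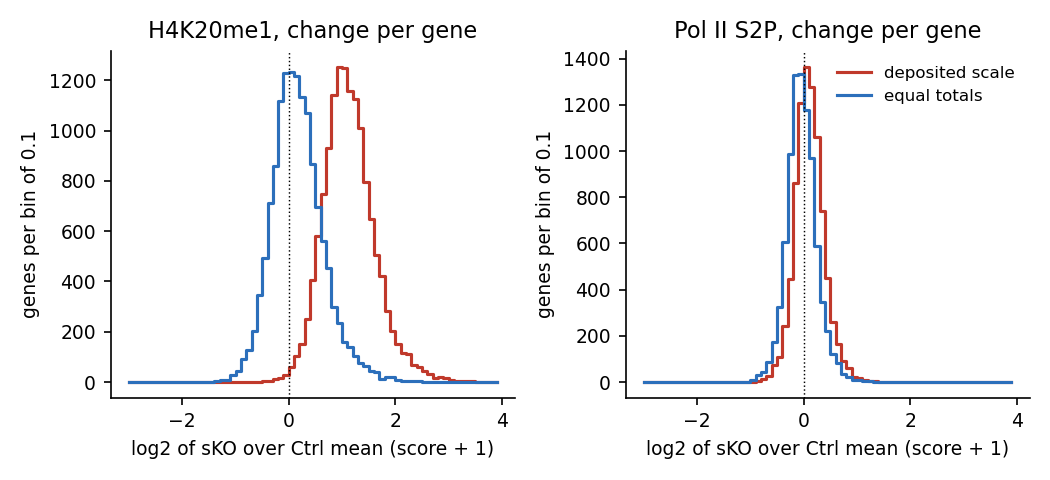
Number of tested genes (vertical axis) by log2 ratio of the sKO to the Ctrl mean score (horizontal axis, bins of 0.1, pseudocount 1), on the deposited scale in red and with libraries scaled to equal autosomal totals in blue. The H4K20me1 distribution has its median at 1.10 on the deposited scale and at 0.13 on equal totals, and that of Pol II S2P at 0.09 and -0.05.

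Summed over the peaks of each chromosome, the ratio of sKO to Ctrl H4K20me1 lay between 1.82 on chromosome 5 and 2.19 on chromosome 3 across the 19 autosomes. On every autosome both sKO libraries exceeded both Ctrl libraries.

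**Figure D3:**
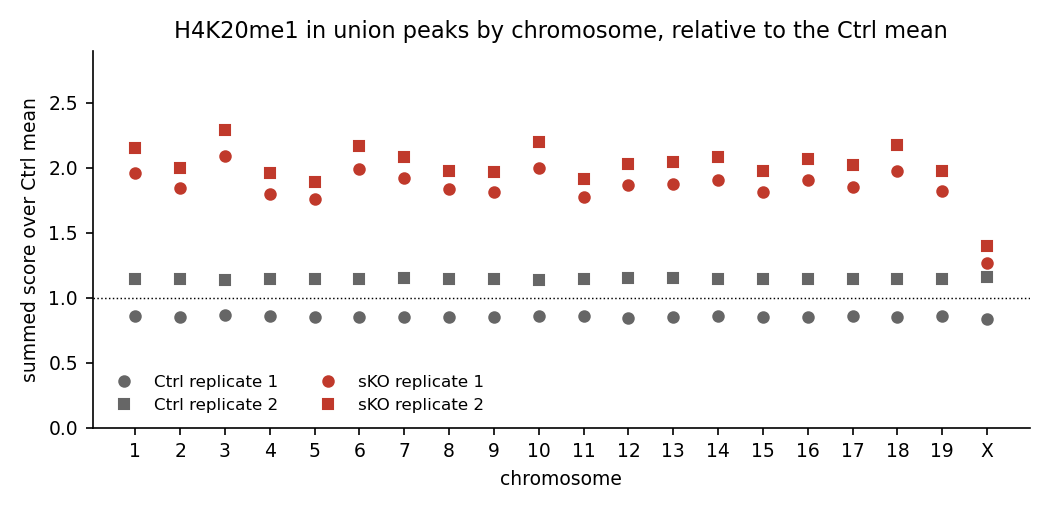
Summed H4K20me1 score over the union peaks of each chromosome, divided by the mean of the 2 Ctrl libraries (vertical axis, linear ratio), for each library of Ctrl (grey) and sKO (red). The sKO to Ctrl ratio of the means lies between 1.82 and 2.19 on the autosomes and is 1.33 on X.

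The 3 called genes with the largest rise in H4K20me1 were Vamp8, Cep41 and Rab13, each with 1 peak and a very low Ctrl score. The peaks of Cep41 and Rab13 lie within the gene, whereas by the deposited overlap fraction only 30% of the Vamp8 peak does, so most of that peak lies outside the gene body. Vamp8 (ENSMUSG00000050732, chromosome 6, 72385223 to 72390703, minus strand) had scores of 12 and 10 in Ctrl and 179 and 192 in sKO, a log2 fold change of 3.96 ± 0.63 (SE, limma adjusted p 4.71e-09). Cep41 (ENSMUSG00000029790, chromosome 6, 30653457 to 30693749, minus strand) had 25 and 29 in Ctrl and 358 and 411 in sKO, a log2 fold change of 3.78 ± 0.43 (adjusted p 4.43e-16). Rab13 (ENSMUSG00000027935, chromosome 3, 90213695 to 90226385, plus strand) had 7 and 15 in Ctrl and 156 and 143 in sKO, a log2 fold change of 3.73 ± 0.67 (adjusted p 2.28e-07). Relative to the median gene these rises were 2.85, 2.67 and 2.62. Their SE and p-values rest on the trend over all genes, as stated above. No gene was called lower, so no fall is named.

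Of the 22 genes fixed beforehand, 17 were tested for H4K20me1. All 17 had both sKO libraries above both Ctrl libraries, with log2 fold changes from 0.37 in Kmt5a to 2.49 in Agap2 and a median of 0.92. With limma, 15 were called higher when p was adjusted over all genes tested, and 15 when it was adjusted over the list alone; the study named many of these genes from the same libraries, so the latter count is not independent evidence. Kmt5b and Kmt5a, the gene of the enzyme that deposits H4K20me1, were not called. The fold change of Kmt5a was 0.14 without Ctrl replicate 1 and 0.61 without Ctrl replicate 2. On equal totals only 7 of the 17 genes had a positive fold change and 10 a negative one. Rasa1 (ENSMUSG00000021549, chromosome 13, 85214780 to 85289130, minus strand) had 1167 ± 226 in Ctrl and 1674.5 ± 146 in sKO (SD, n = 2 each). Its log2 fold change of 0.53 ± 0.27 (SE, limma adjusted p 0.0552) was -0.58 relative to the median gene. It was 0.33 without Ctrl replicate 1 and 0.44 without sKO replicate 2, both under the limit of 0.5, and 0.73 without Ctrl replicate 2. Agap2 (ENSMUSG00000025422, chromosome 10, 127075284 to 127093169, plus strand) had 57.5 ± 6.36 in Ctrl and 326 ± 17.0 in sKO, a log2 fold change of 2.49 ± 0.38 (limma adjusted p 1.04e-09) and 1.37 above the median gene. Arid4b (ENSMUSG00000039219, chromosome 13, 14063232 to 14199603, plus strand) rose by 0.82 ± 0.29 (limma adjusted p 0.00554), a value of -0.29 relative to the median gene. Pax7 (ENSMUSG00000028736, chromosome 4, 139737062 to 139833528, minus strand), the marker gene of satellite cells, rose by 1.59 ± 0.27 (limma adjusted p 2.96e-08), or 0.48 more than the median gene.

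To ask whether elongating polymerase increased on genes, the same comparison was made for Pol II S2P over 8531 genes. The library median of log2(score + 1) was 7.40 ± 0.28 in Ctrl and 7.49 ± 0.33 in sKO (SD, n = 2 each). The difference of 0.09 was smaller than the pooled SD between replicates, 0.31, and the exact permutation test gave a two-sided p of 0.667. The median gene changed by 0.09, with quartiles of -0.07 and 0.27. This value rested on single libraries: it was -0.16 without sKO replicate 1, -0.086 without Ctrl replicate 1 and 0.32 without Ctrl replicate 2. Both sKO libraries exceeded both Ctrl libraries in 803 genes (9.41%) and lay below both in 386 (4.52%), each less than the 16.7% that chance gives, because sKO replicate 1 was the highest library and Ctrl replicate 1 the lowest while the remaining libraries lay between them. With limma, 0 genes were called higher and 0 lower. At an unadjusted p under 0.05 there were 100 genes, 95 of them higher in sKO. Of the alternatives fixed beforehand, scaling to equal totals moved this result most, to 108 genes called higher and 73 lower.

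Of the fixed list, 16 genes were tested for Pol II S2P. None was called over all genes tested or when adjusted over the list alone, and 0 had an unadjusted p under 0.05. Their log2 fold changes ran from -0.68 in Myod1 to 0.90 in Rasa1. Rasa1 had Pol II S2P scores of 31 and 58 in Ctrl and 104 and 62 in sKO, summed over 3 peaks, and a log2 fold change of 0.90 ± 0.50 (SE, limma adjusted p 1). It was 0.46 without Ctrl replicate 1 and 1.35 without Ctrl replicate 2. Agap2 changed by -0.08 ± 0.41 and Arid4b by 0.08 ± 0.42, both with a limma adjusted p of 1, and the sign of each changed when 1 library was left out. Myod1 (ENSMUSG00000009471, chromosome 7, 46376474 to 46379099, plus strand), a myogenic transcription factor gene, had 1329 and 1110 in Ctrl and 887 and 649 in sKO, summed over 2 peaks that each have less than 50% of their length in the gene. It was not called on the deposited scale (log2 fold change -0.68 ± 0.43), and was called lower on equal totals (-0.82, limma adjusted p 0.000545), where it was the 1 gene of the list to be called.

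The study considered genes with a rise of both signals as potential targets of KMT5B. Among the 5849 genes tested for both antibodies, 5250 were called higher for H4K20me1 and 0 for Pol II S2P, so the overlap was 0 genes. With no Pol II S2P gene called, this overlap could take no other value and does not test whether both signals rise on the same genes. At an unadjusted p under 0.05 and a log2 fold change over 0.5, 5143 genes were higher for H4K20me1 and 54 for Pol II S2P, and 47 for both, where 47.5 are expected from independent lists. On equal totals the numbers called higher were 1265 and 64, with an overlap of 8 against 13.8 expected.

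H4K20me1 was then set against Pol II S2P across the 5849 genes within each genotype. Spearman's rho was 0.136 in Ctrl and 0.122 in sKO. Across the 4 pairings of a H4K20me1 with a Pol II S2P library it ran from 0.119 to 0.151 in Ctrl and from 0.118 to 0.127 in sKO. For these plain sums the genotypes thus did not differ by more than the spread between libraries. H4K20me1 summed per gene followed gene length (rho 0.616 in Ctrl and 0.681 in sKO) more than Pol II S2P did (0.0973 and 0.114). With gene length taken out, rho was 0.0970 in Ctrl and 0.0609 in sKO. The value that moved most was that per kb of gene, an alternative chosen after seeing the data, at 0.289 and 0.334. Ctrl was thus the higher genotype with length taken out and the lower per kb. The spread between libraries was not measured for either version, so no difference between genotypes is read from them. Among snRNA, snoRNA, scaRNA and rRNA genes, 98 were tested for H4K20me1 and 16 for Pol II S2P but only 2 for both, too few for a correlation.

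Lastly, the change in H4K20me1 was compared between genes with different Pol II S2P in Ctrl. Genes were ranked by Ctrl Pol II S2P score per unit of gene length and divided into 4 quartile groups of 1851 or 1852 genes. The median log2 fold change of H4K20me1 was 1.11 in the lowest group, 1.08 and 1.07 in the middle groups and 1.05 in the highest. The difference between the highest and the lowest group was -0.06, against a pooled SD between libraries of 0.04. It was -0.018 without Ctrl replicate 1 and -0.11 without Ctrl replicate 2, and the exact permutation test gave a two-sided p of 0.333, the smallest this design allows. The 6343 genes with no Pol II S2P peak rose by 1.11. The share of genes called higher fell from 96.1% in the lowest group to 82.6% in the highest. The groups also differed in median gene length, 104 kb in the lowest against 17.4 kb in the highest, and in median GC content of their H4K20me1 peaks, 43.5% against 48.1%. Summed scores follow gene length, so the fall in this share cannot be assigned to Pol II S2P. In 95 olfactory and vomeronasal receptor genes (Olfr and Vmn), families silent in muscle, the median change was 0.81 on the deposited scale and flipped to -0.15 on equal totals, a scaling that lowered all genes nearly alike and took the quartile groups to between 0.083 and 0.15. Relative to the median of all genes it was -0.29 and -0.28 on these scales. Measured for each library as the median change from the Ctrl mean less that of all tested genes, it was -0.24 and -0.18 in the sKO libraries and -0.13 and 0.13 in the Ctrl libraries, with a pooled SD of 0.14. Both sKO libraries thus lay below both Ctrl libraries, and the mean difference of -0.21 was larger than the SD. With 2 libraries per genotype an exact test of these values could not go below 0.333. The Olfr and Vmn genes also had a median length of 7.48 kb and a median GC content of 40.8% in their H4K20me1 peaks. Both values lie below those of the lowest and the highest quartile group, so the difference cannot be assigned to a lack of transcription.

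**Figure D4:**
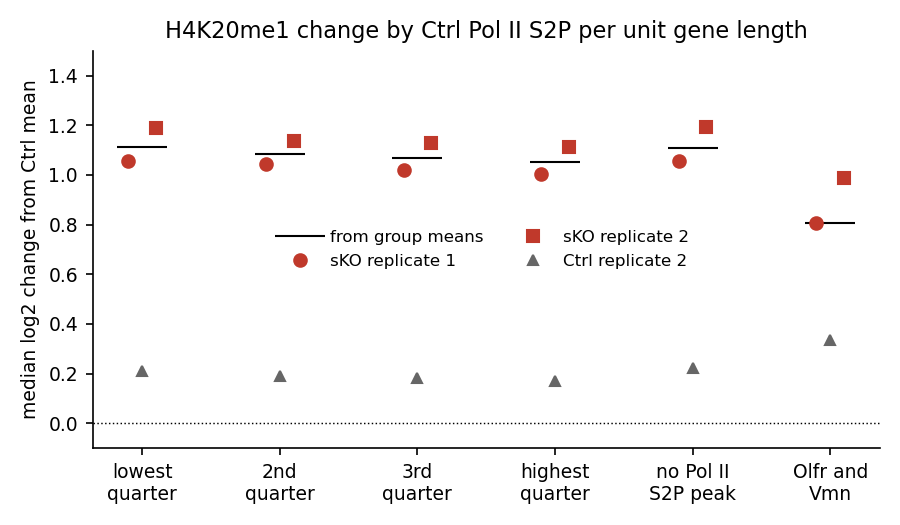
Median log2 change of H4K20me1 from the Ctrl mean (vertical axis) in genes grouped by Ctrl Pol II S2P per unit of gene length, in genes with no Pol II S2P peak, and in Olfr and Vmn genes; red symbols are the sKO replicates, grey triangles Ctrl replicate 2, and black lines the value from the group means on the deposited scale. The 4 quartile groups lie between 1.05 and 1.11, and the Olfr and Vmn genes at 0.81; on equal totals, not drawn, the quartile groups lie between 0.083 and 0.15 and the Olfr and Vmn genes flip to -0.15.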

Values the study reported

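The study reported 12,291 genes with more H4K20me1 in sKO than in Ctrl MuSCs and 8553 genes with more Pol II S2P. It reported that 8020 of the latter genes, 93.8%, also gained H4K20me1.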

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

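Peaks on X and Y and peaks listed with no gene took no part in the comparisons of genes above, and each of the signals below was found there. The tests of the X chromosome were chosen after its smaller rise had been seen and before their own results were known.

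H4K20me1 in the 3917 peaks on X rose by 0.41 on the log2 scale of summed scores, against 0.97 in the 41008 autosomal peaks. The median change of a peak was 0.37 on X and 1.13 on autosomes. The share of the total score on X was 11.1% and 11.4% in the Ctrl libraries and 7.89% and 8.01% in the sKO libraries, a shift far larger than the difference between replicates and one that does not depend on the scale between libraries. In Ctrl, X peaks carried 31.7 score units per kb against 26.0 on autosomes, and in sKO 42.3 against 51.0. The higher Ctrl level was tested by matching autosomal peaks to the X peaks on the level in Ctrl replicate 1 and on length. Measured from Ctrl replicate 2, X peaks still rose less than the matched peaks, by a log2 difference of -0.51 with an SD between libraries of 0.07. The unmatched difference was -0.79, so level and length account for a part of it at most. After matching on GC content the difference was -0.73 with an SD of 0.03, which argues against GC content as the whole cause. A comparison of male sKO with female Ctrl cells cannot be told apart from a genotype effect here. There were 0 Pol II S2P peaks on the 4 Y genes Ddx3y, Kdm5d, Eif2s3y and Uty, while all 4 of their X partners had peaks, 22 in all. H4K20me1 had 0 peaks on Y against 3917 on X, and the 4 Pol II S2P peaks on Y had scores in both genotypes. These values show no sign of a Y chromosome in sKO cells alone. The tables list peaks only, however, and a peak that is not listed excludes nothing. The peaks over Xist, the RNA gene of the inactive X, had Pol II S2P scores of 50 and 32 in Ctrl and 30 and 26 in sKO, all close to or under the minimum mean for testing, and H4K20me1 scores of 849 and 1196 in Ctrl and 1134 and 1167 in sKO. A signal over Xist was thus present in all 4 libraries of each antibody, at a level too low for Pol II S2P to settle the sex of the cells. The hypothesis that X, which already carries more H4K20me1 in Ctrl, may gain less when Kmt5b is lost stays open beside a difference in sex, which these values did not settle, and a difference in X chromosome state, which was not tested.

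Pol II S2P in the 620 peaks on X changed by 0.15 on the log2 scale of summed scores, as did the autosomal peaks, while the median change of a peak was 0.055 on X and 0.12 on autosomes. X held between 0.996% and 1.01% of the score in each of the 4 libraries. The sum over X thus moved with the library scale for Pol II S2P. In the 4 Pol II S2P peaks on Y, all between 90740006 and 90812893, the change was 0.11. Their summed scores were 317 and 231 in Ctrl and 239 and 351 in sKO, so the groups overlapped. 2 of these peaks overlap the lncRNA gene Gm47283. No biological explanation was tested for these signals.

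H4K20me1 in the 9044 autosomal peaks with no gene rose by 1.14 in summed score, against 0.95 in the 31964 autosomal peaks with a gene. The median changes of a peak were closer, 1.18 and 1.11. Their share of the autosomal score was 8.51% and 8.93% in Ctrl and 9.78% and 9.91% in sKO. These peaks had a lower Ctrl level, 21.2 score units per kb against 26.6, and a lower level went with a larger rise in all autosomal peaks, as described among the other observations. Pol II S2P in the 13442 autosomal peaks with no gene rose by 0.25 in summed score, against 0.12 in the 37256 peaks with a gene, with median changes of a peak of 0.20 and 0.093. Their share of the autosomal score was 23.0% and 23.4% in Ctrl and 25.1% and 24.6% in sKO, with no overlap of the groups on a measure that the scale between libraries does not affect. With 2 libraries per genotype an exact test of these shares could not go below 0.333, and no explanation was tested.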

How the results depend on the processing

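Scaling between libraries decided the counts of calls. For H4K20me1, 12690 genes were called higher and 0 lower on the deposited scale, 2855 and 783 on equal totals, and 1375 and 1488 after quantile normalisation. For Pol II S2P the 0 and 0 calls became 108 higher and 73 lower on equal totals, and 107 and 27 after quantile normalisation. Equal totals took the median H4K20me1 fold change from 1.10 to 0.13, that of the quartile groups of genes from lowest to highest Pol II S2P to 0.15, 0.11, 0.098 and 0.083, and the overlap of genes higher for both antibodies from 0 to 8. These scalings remove any change common to all genes by construction. The other alternatives on the deposited scale kept the count of H4K20me1 genes called higher within 1.5 times the main count, with 0 called lower in each.

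For Pol II S2P, 1 gene was called higher with no filter on the mean. The test per peak, chosen after seeing the data, had 1 gene with a peak called higher and 1 with a peak called lower, and an overlap of 1 gene higher for both antibodies. Per peak on equal totals, likewise chosen after seeing the data, 223 genes had a peak called higher and 188 a peak called lower for Pol II S2P, and 4423 and 1279 for H4K20me1. The remaining alternatives on the deposited scale gave 0 calls; with a mean over 200, 26 genes had an unadjusted p under 0.05. The cause of the call without the filter was not tested.

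The labels give the libraries of both genotypes the numbers 1 and 2. Deviations of same-numbered libraries, with library medians taken out, had a correlation across genes of 0.0407 for H4K20me1 and -0.0428 for Pol II S2P. These deviations thus gave no sign that the numbers pair the samples. A scale shared by same-numbered libraries could not show in them, so pairing is not excluded. With a replicate block, 12718 H4K20me1 genes were called higher and 0 lower, and for Pol II S2P 0 and 0, with 9 genes at an unadjusted p under 0.05. The overlap was 0 genes.

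Leaving out 1 library left 1 in its group, so no calls were made. The median H4K20me1 fold change ran from 0.90 to 1.33 across the 4 libraries left out, highest without Ctrl replicate 2, and that of Pol II S2P from -0.16 to 0.32, so its sign rested on single libraries: it was -0.16 without sKO replicate 1 and -0.086 without Ctrl replicate 1. On equal totals it was -0.050, a shift smaller than the spread between replicates. The changes in the quartile groups ran from 0.92 to 1.35, 0.90 to 1.28, 0.89 to 1.27 and 0.90 to 1.25. The difference between the highest and the lowest group ran from -0.11 to -0.018, the latter without Ctrl replicate 1, so its size rested on the choice of Ctrl library. The correlation of the signals ran from 0.125 to 0.143 in Ctrl and from 0.118 to 0.126 in sKO.

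The correlation across genes stayed positive in all alternatives tried. It was 0.0970 in Ctrl and 0.0609 in sKO with gene length taken out, 0.155 and 0.135 with no filter on the mean, and 0.289 and 0.334 per kb of gene, where both values are divided by the same length. Ranking by sKO Pol II S2P or a pseudocount of 10 moved no group by more than the spread between libraries.

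Among the named genes, fold changes of H4K20me1 reversed on equal totals and after quantile normalisation in Kmt5b (-0.54 and -0.56), Rasa1 (-0.45 and -0.50), Arid4b (-0.16 and -0.021) and Kmt5a (-0.61 and -0.80), whose rise was smaller than that of the median gene. For Pol II S2P, Arid4b reversed under both (-0.056 and -0.0056), and without 1 library Arid4b ran from -0.067 to 0.23 and Agap2 from -0.38 to 0.23. Without sKO replicate 2, Agap2 stood at 0.16.

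Sums over peaks with at least 50% of their length in the gene, chosen after seeing the data, gave no value for H4K20me1 of Vamp8 or Pol II S2P of Myod1, since none of their peaks qualified. The DESeq2 test was not run because the scores were not treated as counts, and the alternatives that subtract or divide out IgG were not run because the IgG libraries were not analysed here.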

Other observations

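The tests of replicate noise, of equal totals, of single peaks and of GC content by direction of the Pol II S2P call in this part were chosen after their results had been seen, and the other tests before.

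The number of genes called higher for Pol II S2P in sKO was 0 here. That is lower than the value quoted from the study above. The number of genes called higher for both antibodies was 0 here. That is lower than the value quoted from the study above. The values per gene here are sums over peaks, and the test differs from that of the study. With the replicate scales put into simulated Pol II S2P libraries, 91 of 183 changed genes were called, against 167 of 182 without them. Many simulated changes were thus missed, so a count of 0 does not show that Pol II S2P was unchanged. The count for both antibodies rests on the Pol II S2P calls and has the same limit. Neither count was read as evidence against a rise of Pol II S2P.

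The rise of H4K20me1 in nearly all genes was set against chance differences in library scale. In 100 simulated comparisons of unchanged genotypes, with library scales drawn from the spread between the real replicates, 0 gave as many genes called in a direction; the largest gave 11304. This argues against chance scale differences of the size seen between replicates, although that spread was estimated from 2 pairs of libraries. Whether the deposited scores carry a spike-in scale between genotypes could not be settled. Replicate noise per unit of score was 1.35 times higher in the sKO pair than in the Ctrl pair, between the value of 1 for values left unscaled and the 1.96 of the rise itself, and other sources of variation between replicates enter the same number. A global rise and a scale that was not set by the spike-in therefore cannot be told apart from these values. The biological explanation, that H4K20me1 accumulates when the enzyme that methylates it further is lost, was not tested by them. The study addressed it by other means. It reported more H4K20me1 and less dimethylated H4K20 in sKO MuSCs by western blot and immunofluorescence. In sKO cells, human KMT5B normalised both marks during S-phase when wild-type but not when catalytically inactive.

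H4K20me1 rose more where its Ctrl level was low. Across the 41008 autosomal peaks the rank correlation of the change with the Ctrl score per kb was -0.873 when the same Ctrl libraries entered both. Ranking by Ctrl replicate 1 and measuring the change from Ctrl replicate 2 gave -0.580, and the reverse -0.705, so regression to the mean inflated the value and did not make the whole of it. Given GC content the partial rank correlation was -0.582, which argues against GC content. Within the upper 20504 peaks by Ctrl replicate 1 it was -0.409, so low peaks that entered the union through the sKO libraries are not the whole cause. A background added evenly in sKO would give the same difference per kb at all levels. The ratio of the sKO minus Ctrl difference in the highest to that in the lowest quartile group of peaks was 0.549, with 14.9 and 18.8 score units per kb in the highest group for the sKO libraries, 19.9 and 23.8 in the next and 28.9 and 32.6 in the lowest. The difference fell with the level, an outcome foreseen neither for an even background nor for a proportional rise. A higher background together with a lower enrichment in sKO was not tested and may give this pattern. The hypothesis that H4K20me1 is spread more evenly over the genome in sKO stays open beside it.

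The absence of Pol II S2P calls on the deposited scale went with differences in scale between libraries of the same genotype. Equal totals gave 181 genes called higher or lower, which is consistent with scale differences hiding changes among genes, and in the simulated libraries the replicate scales cut the Pol II S2P genes recovered from 167 to 91. A test per peak on the deposited scale called 11 of 22353 peaks, but the same scale differences enter every peak, so this does not decide whether sums over peaks hide changes. On equal totals, 406 genes had a peak called, and 270 of them were not called as a gene. Of the genes called on equal totals, 66.3% (120 of 181) were also called after the trend of each library with GC content was taken out. The calls went from 108 higher and 73 lower to 100 higher and 29 lower. Of the genes called higher, 86.1% (93 of 108) were also called higher after the correction, which argues against GC content as the whole cause of these calls. Of the genes called lower, 37.0% (27 of 73) were. The correction also shifts the centre of each library, and the share of each step was measured by centring the library medians alone, with no GC trend taken out. Centring alone gave 147 genes higher, with all 108 among them, and 46 lower, all of them among the 73. Of these centred calls, 98 of 147 higher and 21 of 46 lower were also called in the same direction after the GC trend was taken out. For the lower calls both steps thus removed genes. The GC step left 21 of 46, close to an even split between calls kept and calls lost, so whether GC content made the lower calls stays open. The fold change on equal totals had a rank correlation with GC content of -0.243 across genes. Equal totals remove a change common to all genes, so these calls say nothing about a global rise of Pol II S2P, for which the libraries differed within a genotype more than between genotypes.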
